A study of Lachancea kluyveri with 16 samples. Its data were reported in "Plastic Rewiring of Sef1 Transcriptional Networks and the Potential of Nonfunctional Transcription Factor Binding in Facilitating Adaptive Evolution" (2021).

How the data were processed

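The data were gene expression microarrays of the budding yeast Lachancea kluyveri, a species that split from the Saccharomyces lineage before its whole-genome duplication. Wild-type cells (WT) and cells in which the gene of the zinc cluster transcription factor Sef1 had been deleted (sef1Δ) were grown in YPD, a rich medium with glucose, or in YPGly, a rich medium in which glycerol is the carbon source and growth depends on respiration. Cells were precultured overnight in YPD at 28 °C, diluted to 0.2 OD600 per ml in either medium and grown for a further 5.5 h (30 °C) before RNA was extracted. The YPGly cultures were therefore sampled 5.5 h after a change from glucose, so steady growth and adaptation to glycerol cannot be told apart. The study also reported a mild growth defect of sef1Δ in YPGly, and a part played by growth was not tested here. Each of the 4 groups (WT and sef1Δ in either medium) had 4 arrays, so 16 arrays were analysed. Groups and replicate numbers were taken from the sample titles.

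Per the file headers and the study's methods, the authors labelled cDNA with a single Alexa dye, hybridized it to a custom Agilent array and read the images with Feature Extraction 10.5.1.1 under its default settings. The deposited scanner tables give each spot's processed signal as an intensity on a linear scale, after background subtraction and removal of spatial trends and before any scaling between arrays. Median spot and local background brightness, also deposited as intensity, were used only for 1 alternative. The deposited flags of the scanner software (well above background, saturated, non-uniform outlier, control type) are codes that were used as given. The series matrix holds log2 values of the same spots that the authors scaled to each array's 75th percentile. On each array these differed from the scaled scanner values by a constant of 0.00235 to 0.00787, with an SD of at most 3.7e-07 over the 10620 probes, and they were used as an alternative.

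Each array carried 11156 spots, of which 10620 were gene probes, 459 positive controls and 77 negative controls. The probes belonged to 5316 genes, 5304 with 2 probes and 12 with 1. The main values were log2 of the processed signal minus log2 of each array's 75th percentile over the gene probes. The 32 spots marked as non-uniform outliers were left out, which touched 16 of the genes tested. The probe with the higher mean normalized signal over the 16 arrays stood for its gene. The study also took the brighter of 2 probes, but from a fixed list, which was held here in part and not used, so some probes may differ from the study's. Genes were tested when that probe's processed signal was at least 200 on every array of at least 1 group, which left 4255 genes. A change is therefore relative to the bulk of each sample's transcripts. A common rise or fall of all transcripts would be removed by the scaling. For 62 probes the array's own probe name lists another gene that shares sequence, and 33 of these stood for their gene. Gene identifiers are those of the array. Symbols are those of baker's yeast orthologs as given with the study, held here in part, and covered 2114 genes, 1833 of them tested. Genome coordinates were not used here.

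Signal strength limits precision on arrays in place of read depth. The 75th percentile of the processed signal ranged from 718 to 2410 between arrays, 90.5% to 98.7% of probes were well above background, and no spot was saturated. The number of arrays, 4 per group, limits the precision of every comparison. Where the chosen probe was not well above background on any array of a group, the ratio is given only as a lower bound. The bound sets the bright group's mean against the dim group's mean of, per array, the higher of the lowest signal among probes well above background and the probe's own signal.

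Comparisons were made with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) on the 8 arrays of the 2 groups compared, without covariates. The 5 comparisons were sef1Δ against WT in YPD and in YPGly, YPGly against YPD in WT and in sef1Δ, and, over all 16 arrays, the sef1Δ effect in YPGly minus that in YPD. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05 and a change of at least 1.5-fold. The methods' t-test, an unpaired test at the same fold and an uncorrected p of at most 0.05, was run on the same values as an alternative, and again after adjustment. All adjusted p-values of single genes are limma's unless another test is named. The level of SEF1 was also compared by an exact two-sided permutation test.

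Gene lists were fixed beforehand. They were 21 genes annotated to the TCA cycle, 757 genes assigned to Sef1 ChIP-seq peaks (of which the genes of the 50 strongest peaks in YPGly form a shorter list), 114 genes induced by low iron on other arrays of the study, 7 iron genes named in the study's text, 6 genes of glycerol use, gluconeogenesis and the glyoxylate cycle, and the 4 arrayed neighbours of SEF1. Lists were tested with limma's camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, each adjusted over the 15 tests of 3 lists in 5 comparisons. Bound genes were set against calls with Fisher's exact test, two-sided, among the genes tested, adjusted over 10 tests. Ribosomal protein genes were to be tested as a list but were left out, since the ortholog table behind that list was held only in part.

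The groups, the tests, the gene lists, most alternatives and the rule for naming genes were chosen before the data were examined. Named genes are SEF1 and its neighbours, the TCA cycle, iron and glycerol genes, and for each comparison the 5 called genes with the largest change in each direction whose probe was well above background on every array involved and whose groups did not overlap (for the difference between media, well above background on all 16 arrays). For called genes below background in a whole group, at most 3 bounds per direction are given. Genes named outside this rule are marked as chosen after their values were seen.

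The procedure was tested on simulated data made from the real genes' means and spreads, with 200 of the 4255 genes changed. At a log2 change of 1, 68.5% of the changed genes were recovered for sef1Δ against WT in YPD, 64.5% in YPGly, 71.0% and 64.0% for the medium in WT and sef1Δ, and 33.5% for the difference between media. At a log2 change of 2 the shares were 96.0%, 98.0%, 96.5%, 96.5% and 90.0%, with 3 to 18 false calls over the 10 simulations. The simulated noise was independent between genes and between arrays, while the real arrays shared deviations by replicate number. With 200 changed genes the adjustment is also milder than in the real strain comparisons, which called 3 genes in YPD and 52 in YPGly. The shares and false calls thus do not carry over to those comparisons.

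The arrays lay on 2 slides. Replicates 1 and 2 of every group were on the first slide and replicates 3 and 4 on the second, in rows 1 and 2, and each group took 1 column. The replicate numbers also paired the strains. Deviations from the group means of same-numbered WT and sef1Δ arrays correlated across genes at 0.629, 0.712, 0.366 and 0.414 in YPD and at 0.208, 0.701, 0.688 and 0.285 in YPGly. The labels do not say what the numbers share, so the main comparisons were left unpaired as in the study's methods, and the paired value (replicate number as a block) is printed where it changed a call or moved a count of calls by more than 1.5 times.

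Alternatives changed 1 choice at a time: median scaling, quantile normalization, normexp background correction with an offset of 50, the authors' log2 values, other filters on dim probes or none, the mean of a gene's probes or its other probe, outlier spots kept, slide or replicate number as a block, all 16 arrays in 1 fit, array weights, a variance trend, other fold thresholds, the methods' t-test, other list tests, and each array left out in turn. Scaling to the median of the E1A spike-in control spots (200 control spots per array), a block for replicate numbers within each medium, the TCA list without IDH1 and IDH2 and the bound list without TCA genes were added after the data were seen. The study's methods do not describe the addition of spike-in RNA, so spike-in scaling has no settled meaning here. Beyond the arrays, the binding peaks themselves, the low-iron arrays, growth tests and strains with an activated Sef1 were not analysed here.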

Results

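The transcriptomes of wild-type (WT) and sef1Δ L. kluyveri cells were measured on 16 1-colour arrays, 4 for each strain in YPD (glucose) and in YPGly (glycerol). Signal strength differed 3.36-fold between arrays, with a 75th percentile of the processed signal of 718 on replicate 2 of sef1Δ in YPGly and 2410 on replicate 3 of sef1Δ in YPD. The share of probes well above background was 90.5% on replicate 4 of WT in YPD and at least 96.2% on every other array. Normalized signals of replicate arrays correlated across probes at 0.944 to 0.983 in WT in YPD, 0.953 to 0.983 in WT in YPGly, 0.961 to 0.982 in sef1Δ in YPD and 0.915 to 0.993 in sef1Δ in YPGly. No pair of replicate arrays held identical values. Arrays of different media correlated at 0.795 to 0.883. The first principal component held 71.5% of the variance and the second 8.44%. All values below are log2 signals relative to each array's 75th percentile, given as mean ± SD of 4 arrays, and fold changes carry limma's standard error (SE).

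SEF1 (SAKL0F12342g) was examined first, since its level checks the strain labels. In YPD its normalized signal was -1.93 ± 0.50 (SD, n = 4) in WT and -8.86 ± 0.64 (SD, n = 4) in sef1Δ, where no array was well above background, so the level was at least 28.9-fold lower in the mutant (exact permutation p = 0.0286, two-sided, the smallest that 4 against 4 arrays allow). In YPGly the signal was -1.56 ± 0.12 (SD, n = 4) in WT and -8.15 ± 1.60 (SD, n = 4) in sef1Δ, with the same exact permutation p of 0.0286. Here 1 of the 4 mutant arrays, replicate 3, was well above background, at a processed signal of 40.3 against 385 to 800 in WT. The gene's other probe was well above background on no mutant array and gave a level at least 35.2-fold lower in YPD and at least 50.8-fold lower in YPGly. SEF1 (SAKL0F12342g) stayed lower and called under all 26 alternatives in each medium. The 4 arrayed neighbours of SEF1, KIP1 (SAKL0F12298g), PRX1 (SAKL0F12320g), UBP9 (SAKL0F12430g) and SAKL0F12452g, were called between strains in neither medium by limma, with log2 changes of -0.37 to 0.29 and a smallest adjusted p of 0.611.

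Which genes depended on Sef1 during growth on glucose was asked by comparing sef1Δ with WT in YPD. Of 4255 genes tested, 3 were called lower and 0 higher by limma, while 113 genes had an unadjusted p under 0.05, where chance alone would give 213. The methods' t-test without correction gave 16 lower and 1 higher, and 1 lower and 0 higher after adjustment. The 3 genes were SEF1, IDH1 (SAKL0E07876g) and IDH2 (SAKL0G03520g), whose orthologs encode the subunits of mitochondrial isocitrate dehydrogenase. IDH1 fell from 2.21 ± 0.49 (SD, n = 4) in WT to 0.44 ± 0.21 (SD, n = 4) in sef1Δ, a log2 change of -1.77 (SE 0.23, adjusted p 0.0417). IDH2 fell from 2.17 ± 0.39 (SD, n = 4) to 0.69 ± 0.22 (SD, n = 4), a log2 change of -1.47 (SE 0.20, adjusted p 0.0431). For each of the 3 genes the 4 mutant arrays lay below the 4 WT arrays. Over all genes tested, 1.90% had groups that did not overlap, against 2.86% by chance. Both chance values take the 8 arrays as independent. Same-numbered WT and sef1Δ arrays deviated together, which can lower such counts in an unpaired comparison. Counts below chance thus do not show that nothing else changed. The calls of IDH1 and IDH2 were fragile: leaving out any 1 of the 8 arrays left 1 or 2 calls, and leaving out replicate 3 of sef1Δ raised the adjusted p of IDH1 to 0.268. Over the alternatives adjusted p ranged from 0.00307 to 0.268 for IDH1 and from 0.00307 to 0.404 for IDH2, while the log2 changes stayed between -1.90 and -1.39 and between -1.58 and -1.09.

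The same comparison on glycerol, where the study sought a role of Sef1 in respiratory growth, gave 21 genes lower and 31 higher in sef1Δ among the 4255 genes tested, with 523 genes at an unadjusted p under 0.05. Groups did not overlap for all 52 called genes and for 9.54% of all genes, against 2.86% by chance. The methods' t-test gave 90 lower and 152 higher without correction and 12 lower and 15 higher after it. Pairing the arrays by replicate number (a block) gave 90 lower and 134 higher, which included all 52 genes. The count moved most with array weights, to 425 genes, and depended on single arrays: it was 132 without replicate 2 of sef1Δ, 97 without replicate 4 of WT and 25 without replicate 3 of sef1Δ. Spike-in scaling gave 19 lower and 11 higher.

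Beyond SEF1, the largest falls on glycerol among genes well above background on all 8 arrays were mostly in genes whose orthologs act on maltose and isomaltose and in an alcohol dehydrogenase gene. MAL11 (SAKL0A05676g) went from 2.69 ± 0.77 (SD, n = 4) in WT to -3.22 ± 1.88 (SD, n = 4) in sef1Δ, a log2 change of -5.91 (SE 0.81, adjusted p 0.00685). The next gene by number, IMA1 (SAKL0A05654g), fell by 3.91 (SE 0.24, adjusted p 9.69e-05), ADH3 (SAKL0E02838g) by 3.22 (SE 0.22, adjusted p 1.20e-04), IMA5 (SAKL0C00176g) by 2.99 (SE 0.32, adjusted p 0.00156) and YLR413W (SAKL0G16236g) by 2.66 (SE 0.33, adjusted p 0.00446). The probes of IMA1 (SAKL0A05654g) and IMA5 (SAKL0C00176g) share sequence with another gene by their names. The other probes of these genes gave log2 changes of -4.22 and -2.57. Both probes of ADH3 (SAKL0E02838g) fell in sef1Δ, but they disagreed on the medium, with log2 changes in WT of 0.44 and -3.78. The largest rise was in HSP26 (SAKL0D02794g), which went from -1.15 ± 0.53 (SD, n = 4) to 2.43 ± 0.94 (SD, n = 4), a log2 change of 3.58 (SE 0.44, adjusted p 0.00446). CRG1 (SAKL0H24178g) rose by 2.73, JEN1 (SAKL0G14938g) by 2.58, GIT1 (SAKL0G07480g) by 2.58 and PYC1 (SAKL0A07128g) by 2.47, with adjusted p-values from 2.36e-04 to 0.0272. HSP26 lost its call when all 16 arrays shared 1 estimate of the spread (adjusted p 0.348, the largest over its alternatives, of which the smallest was 2.93e-06). CRG1 lost its call without replicate 3 of sef1Δ (adjusted p 0.0572, with a range of 9.03e-05 to 0.0572) or without replicate 1 of WT (0.0509). GIT1 lost it without any 1 of 5 arrays, most without replicate 4 of sef1Δ (adjusted p 0.0968, with a range of 4.05e-04 to 0.0968).

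**Figure D1:**
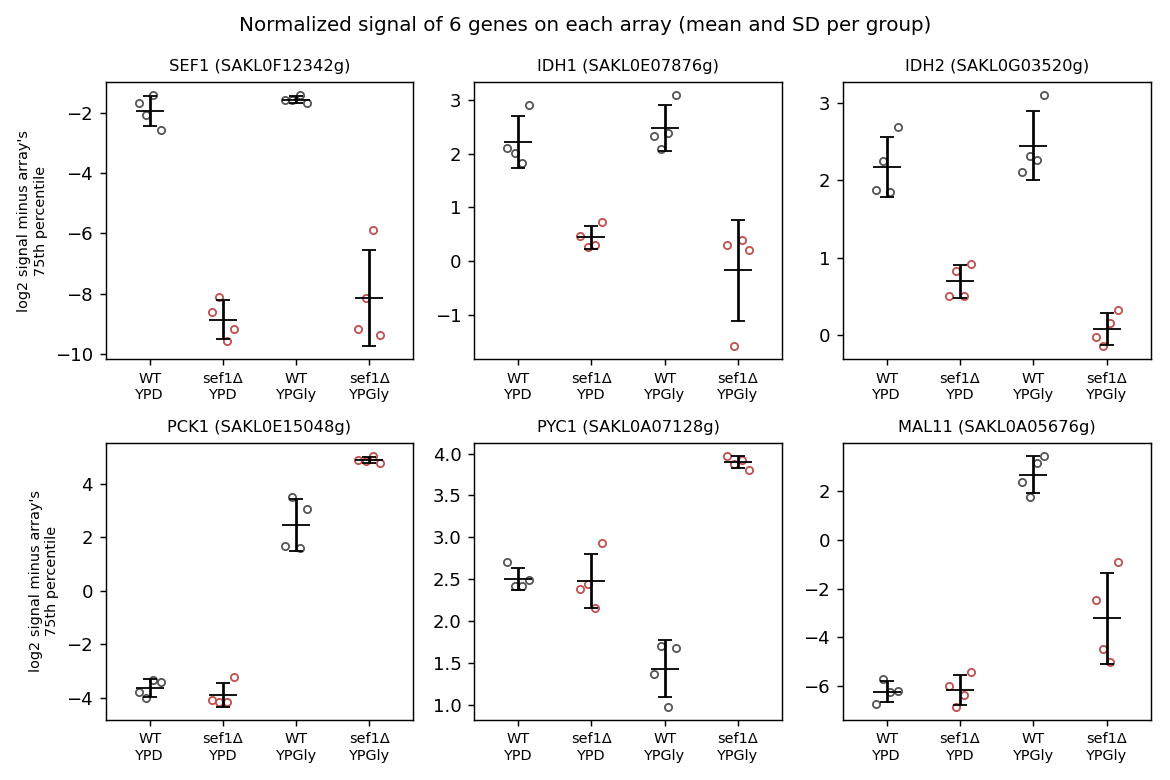
Normalized log2 signal (vertical axes, log2 signal minus the array's 75th percentile) of 6 genes on each of the 16 arrays, by strain and medium on the horizontal axes. Open circles are arrays and bars are the mean and SD of 4 arrays; IDH1 and IDH2 were lower in sef1Δ in both media, while PCK1, PYC1 and MAL11 were called between strains in YPGly alone, with an effect that differed between media (adjusted p 0.0186, 6.49e-05 and 0.00405).

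The 21 TCA cycle genes, 18 of them on the list of Sef1-bound genes, were examined because Sef1 binding was strongest at such genes. In each medium 2 were called lower in sef1Δ and 0 higher by limma, IDH1 and IDH2 both times. The methods' t-test without correction gave 8 lower and 1 higher in at least 1 medium. In YPGly IDH1 changed by -2.66 on the log2 scale (SE 0.43, adjusted p 0.0155) and IDH2 by -2.37 (SE 0.23, adjusted p 0.00116). The IDH1 call was lost without replicate 1 of WT, at an adjusted p of 0.0597 against a range of 9.03e-05 to 0.0597. Adjusted over the list alone, 3 genes were lower in YPD (ACO1, IDH1 and IDH2), and in YPGly 6 were lower (ACO1, CIT3, IDH1, IDH2, IDP1 and KGD2) and 1 higher. With replicate number as a block, 6 TCA cycle genes were called lower in YPGly, which added ACO1, CIT3, IDP1 and KGD2 (adjusted p 0.0455, 0.00611, 0.0493 and 0.0118). The 19 genes not called changed by -1.45 to 0.21 in YPD, 15 of them below 0, and by -1.91 to 0.69 in YPGly, 12 of them below 0. The largest of these were ACO1 (SAKL0H24046g) in YPD, with a log2 change of -1.45 (SE 0.24, adjusted p 0.121), and CIT3 (SAKL0B02926g) in YPGly, with a log2 change of -1.91 (SE 0.40, adjusted p 0.0573). Both passed 1.5-fold and missed the call through the adjusted p.

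As a set, the TCA cycle genes were lower than other genes by camera with the preset correlation, in YPD (median log2 change -0.17, adjusted p 1.09e-07) and in YPGly (median -0.37, adjusted p 2.79e-04). With the estimated correlation the adjusted p was 0.197 and 0.451, and with fry 0.116 and 0.207, so the set calls in the strain comparisons held only under the preset correlation. In YPGly the call was also lost without replicate 4 of WT (adjusted p 0.106, over a range of 1.07e-06 to 0.451). In YPD 17 of the 21 genes and in YPGly 14 were below 0. Under spike-in scaling, which moved the median of all genes in YPD from 0.01 to 0.39, the median of the TCA cycle genes in YPD was 0.21, and it remained 0.18 below that of all genes. The sef1Δ effect on the list did not differ detectably between media (adjusted p 0.448 by camera). Its median difference was 0.08 and its mean difference -0.08, so these differed in sign.

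**Figure D2:**
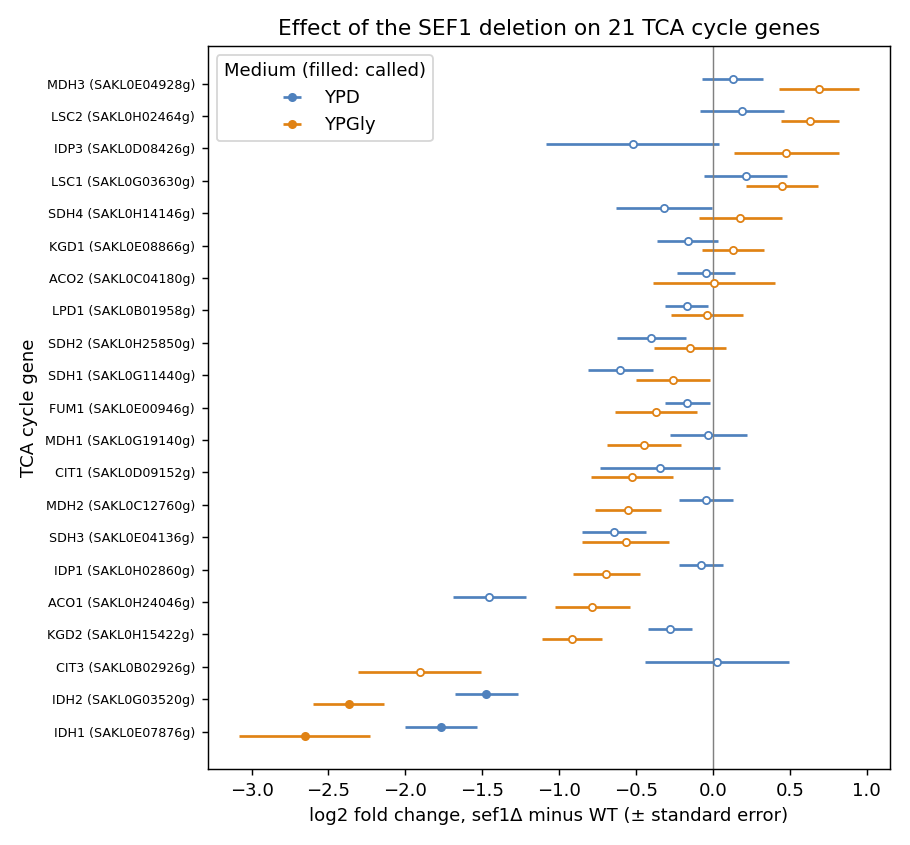
log2 fold change of sef1Δ against WT (horizontal axis, with limma's standard error) for the 21 TCA cycle genes (vertical axis) in YPD and YPGly, from 4 arrays per group and relative to each array's 75th percentile. Filled points mark called genes, which were IDH1 and IDH2 in both media; the other 19 genes lay between -1.45 and 0.21 in YPD and between -1.91 and 0.69 in YPGly.

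Whether genes bound by Sef1 changed without it was asked with the 757 genes assigned to its binding peaks, of which 720 were on the array and 657 were tested. Of the arrayed genes, 6 (0.833%) were called lower in at least 1 medium: IDH1, IDH2, SAKL0B05940g, ADH3 (SAKL0B08184g), ADH3 (SAKL0E02838g) and SAKL0H07018g. Of these, SAKL0B05940g and ADH3 (SAKL0B08184g) were named after their values were seen. The number was 26 (3.61%) with replicate number as a block and 34 (4.72%) with the uncorrected methods' t-test. It was 17 without replicate 2 of sef1Δ in YPGly. In YPGly 6 of 657 bound and 15 of 3598 other genes were lower (Fisher's exact p = 0.121, adjusted p 0.135), and 10 of 657 against 21 of 3598 were higher (Fisher's exact p = 0.0201, adjusted p 0.0403). With replicate number as a block 35 bound genes were higher in at least 1 medium, and Fisher's exact p for higher genes in YPGly was 0.00139. In YPD the counts lower were 2 of 657 and 1 of 3598 (Fisher's exact p = 0.0641, adjusted p 0.0916). The 1 other gene was SEF1 itself, and SEF1 was also among the 15 other genes lower in YPGly. Its fall was fixed by the deletion and does not bear on binding, yet it weighed against the bound genes in these tests. The exact p for lower genes in YPGly was under 0.05 in 18 of 29 alternatives, so its miss of the threshold was not stable. It was 9.82e-04 with the replicate block, and without 1 array it was 0.0518 without replicate 1 of WT and at most 0.0379 without any other, down to 8.05e-04 without replicate 2 of sef1Δ. For higher genes the exact p passed 0.05 in 10 of 29 alternatives with the direction kept, 5 of them without 1 array (0.191 without replicate 3 of sef1Δ), over a range of 3.61e-06 to 1. Genes of the 50 strongest peaks, of which 50 were tested, included 2 lower genes in YPD and 3 in YPGly (Fisher's exact p = 4.03e-04 and 0.00175, adjusted p 0.00170 and 0.00437). By camera the bound list was lower in YPD (median log2 change -0.04, adjusted p 0.00113), but not with the estimated correlation (adjusted p 0.197) or fry (adjusted p 0.172) or without replicate 3 of sef1Δ (adjusted p 0.133, over a range of 1.72e-06 to 0.197), and its median was 0.34 under spike-in scaling, 0.05 below that of all genes. In YPGly its adjusted p was 0.752 by camera, and there the test pointed down while the median and mean log2 changes were both 0.03. The bound list's adjusted p was also 0.752 for the medium in WT, where the mean was 0.08 and the median -0.13, 0.455 for the medium in sef1Δ, where the mean was 0.15 and the median -0.02, and 0.473 for the difference between media.

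Since Sef1 regulates iron uptake in other yeasts, iron genes were compared as well. Of the 7 iron genes, 4 were tested (FRE4, FTR2, FET3 and FTR1), and 0 were called between strains by limma in either medium, with smallest adjusted p-values of 0.999 in YPD and 0.435 in YPGly and 0 calls adjusted over the list alone. Of the 114 genes induced by low iron, 88 were tested, and 3 were lower and 7 higher in sef1Δ in YPGly. With replicate number as a block 3 were lower and 17 higher. The number higher was 14 without replicate 2 of sef1Δ and 3 without replicate 1 of WT. As a set they were higher in YPGly by camera (median log2 change 0.29, adjusted p 9.30e-04) and by fry (adjusted p 0.0298) but not with the estimated correlation (adjusted p 0.216). In YPD the camera adjusted p was 0.673. The set's sef1Δ effect was more positive in YPGly than in YPD by camera (median difference 0.19, adjusted p 0.0182). That call was lost in 7 of 32 alternatives. Among them were the estimated correlation (adjusted p 0.451), fry (adjusted p 0.193) and the fit without replicate 1 of WT in YPGly (adjusted p 0.171). Under spike-in scaling the median difference was -0.26, against -0.43 for all genes.

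The change of medium was compared within each strain. In WT 1036 genes were lower and 746 higher in YPGly than in YPD, and in sef1Δ 953 were lower and 770 higher. Groups did not overlap for 1581 and 1473 of these genes, and for 45.2% and 42.0% of all genes, against 2.86% by chance. The fold threshold moved these counts most, to 948 and 999 genes at 2-fold. The split into higher and lower genes depended on the scaling. With spike-in scaling, which moved the median log2 change of all genes from -0.14 to 0.50 in WT and from -0.11 to 0.08 in sef1Δ, 172 genes were lower and 1345 higher in WT, and 553 lower and 837 higher in sef1Δ. The log2 changes of the strains correlated across genes (Pearson r 0.923, Spearman rho 0.876), with genes not being independent replicates. Both strains called 1301 genes in the same direction, WT alone 477 and sef1Δ alone 418, and 4 genes were called in opposite directions.

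All 6 genes of glycerol use, gluconeogenesis and the glyoxylate cycle were higher in YPGly in both strains under every scaling tried, 5 of them called in WT and 6 in sef1Δ, with MLS1 (SAKL0E10846g) not called in WT (log2 change 1.00, SE 0.62, adjusted p 0.206, or 0.0170 with replicate number as a block, over a range of 9.37e-05 to 0.482). TCA cycle genes were called higher 13 times and lower 0 times in WT by limma, and 15 times and 1 time in sef1Δ, where the lower gene was IDH2. The TCA cycle list was higher in YPGly by camera (adjusted p 8.40e-07 in WT and 2.42e-05 in sef1Δ) and fry (0.00310 and 5.24e-04), and the low-iron list likewise by camera (4.42e-07 and 4.10e-08) and fry (3.16e-04 and 2.20e-04). None of these held with the estimated correlation (adjusted p 0.321, 0.216, 0.197 and 0.197). Sef1-bound genes were called more often than other genes in both directions, with 154 of 657 against 592 of 3598 higher in WT (Fisher's exact p = 2.72e-05, adjusted p 1.36e-04) and 199 against 837 lower (Fisher's exact p = 1.68e-04, adjusted p 5.59e-04), and in sef1Δ 178 against 592 higher (adjusted p 5.13e-09) and 174 against 779 lower (adjusted p 0.0175) by the same test. Of the 50 genes tested from the strongest peaks, 19 were higher in YPGly in WT (adjusted p 0.00170) and 22 in sef1Δ (adjusted p 1.83e-04). Lower calls were not more frequent among these 50 than among other genes. They numbered 6 against 1030 of 4205 in WT (Fisher's exact p = 0.0455, adjusted p 0.0910). In sef1Δ they numbered 8 against 945 of 4205 (Fisher's exact p = 0.311, adjusted p 0.444).

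Genes are named here only where their probe was well above background on all 8 arrays, unless a bound is given. In WT the largest such rise was in ACS1 (SAKL0D14608g), from -3.09 ± 0.19 (SD, n = 4) in YPD to 5.25 ± 0.75 (SD, n = 4) in YPGly, a log2 change of 8.34 (SE 0.32, adjusted p 5.01e-08). SAKL0H07018g rose by 8.06, SPS100 (SAKL0E12298g) by 7.45, IDP3 (SAKL0D08426g) by 6.36 and PCK1 (SAKL0E15048g) by 6.10. CIT3 (SAKL0B02926g) was below background on all WT arrays in YPD and was at least 691-fold higher in YPGly. RGT2 (SAKL0B00264g) was at least 55.4-fold and ARN4 (SAKL0E00132g) at least 36.9-fold higher. The largest such falls in WT were in ALD5 (SAKL0F09108g), with a log2 change of -6.67, ALD6 (SAKL0H10252g), with -5.72, SAKL0H11770g, with -5.45, SAKL0G10780g, with -5.32, and GDH3 (SAKL0D14982g), with -4.34. In sef1Δ the largest such rises were in ADY2 (SAKL0D09328g), 9.20 with SE 0.29 and adjusted p 2.15e-08, PCK1 8.80, ICL1 (SAKL0F08756g) 8.15, SPG4 (SAKL0E03696g) 7.88 and SPL2 (SAKL0E12144g) 7.45. The largest such falls were in ALD6, with a log2 change of -5.48, SAKL0G10780g, with -5.29, ADH4 (SAKL0C13926g), with -4.42, ALD5, with -4.35, and SAKL0H11770g, with -3.83. SAKL0C13970g was below background in YPD in both strains and was at least 21.4-fold higher in YPGly in WT and at least 38.2-fold in sef1Δ.

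Whether the effect of the deletion differed between media was tested directly over all 16 arrays. The effect was more negative in YPGly for 11 genes and more positive for 17, and 407 genes had an unadjusted p under 0.05. Of these 28 genes, 25 were among the 52 genes called in YPGly and 0 among the 3 called in YPD. A block for replicate number gave 17 more negative and 40 more positive genes, including all 28, and a block within each medium gave 37 and 71, again including all 28. The count was 54 without replicate 4 of WT in YPGly. Under spike-in scaling it was 11, with 9 more negative. Among called genes well above background on all 16 arrays, the largest negative difference on the log2 scale was -4.07 for IMA1 (SAKL0A05654g; SE 0.31, adjusted p 2.21e-06). Next came -2.97 for IMA5 (SAKL0C00176g), -2.77 for ADH3 (SAKL0E02838g), -2.57 for SAKL0F16324g and -2.19 for SAKL0H07018g. The call of IMA5 (SAKL0C00176g) was lost in 4 of 32 alternatives, each without 1 array, with adjusted p from 0.00483 to 0.0706, the largest without replicate 3 of WT in YPD. MAL11, which was not well above background on all 16 arrays, had a difference of -5.98 (adjusted p 0.00405) and was named here after its value was seen. The largest positive difference among called genes well above background on all 16 arrays was 2.70 for PCK1 (SAKL0E15048g; SE 0.51, adjusted p 0.0186). Next came 2.50 for PYC1 (SAKL0A07128g; adjusted p 6.49e-05), 2.03 for SAKL0C10010g, 1.76 for SAKL0D06292g and 1.74 for RCR2 (SAKL0C10890g). The other probe of SAKL0D06292g gave -0.08, so this gene's direction rests on 1 probe. The call of SAKL0D06292g was also lost with the mean of the probes (adjusted p 0.357) and under spike-in scaling (0.470), and that of SAKL0C10010g under spike-in scaling alone (0.345). The call of PCK1 was lost in 2 of 32 alternatives, with its other probe (adjusted p 0.314, with a range of 1.08e-04 to 0.314) and with the mean of the probes (0.0560), and that of RCR2 in 16 of 32 alternatives, with adjusted p from 0.00217 to 0.523. IDH1 and IDH2 were lower in both media, and their effects did not differ detectably between media (log2 differences -0.89 and -0.90, adjusted p 0.622 and 0.317).

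PCK1 was also higher in sef1Δ than in WT in YPGly, by 2.43 on the log2 scale (SE 0.41, adjusted p 0.0198), the only called gene of the 6 glycerol and gluconeogenesis genes, and 5 of the 6 were higher adjusted over the list alone. The call of PCK1 was lost in 4 of 24 alternatives, with a largest adjusted p of 0.0820 without replicate 3 of sef1Δ and a smallest of 1.07e-04. With replicate number as a block FBP1 (SAKL0H03740g) and MLS1 (SAKL0E10846g) were called as well (adjusted p 0.0339 and 0.0449, over ranges of 6.69e-04 to 0.262 and 0.00182 to 0.345). The other 5 genes changed in the same direction as PCK1, from 0.20 for GUT1 (SAKL0H25938g) to 2.16 for ICL1 (adjusted p 0.139).

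The limma calls of the sef1Δ effects in the 2 media, which share no array, coincided only in SEF1 and the isocitrate dehydrogenase genes. These 3 genes were lower in both media (Fisher's exact p = 1.04e-07 for the overlap of 3 and 21 genes) and 0 were higher in both, since limma called 0 genes higher in YPD (1 by the methods' t-test without correction). SEF1 was deleted, so its place in the overlap was fixed beforehand. The p is therefore smaller than IDH1 and IDH2 alone would give. Across genes the log2 changes correlated at a Pearson r of 0.135 and a Spearman rho of -0.03, and at a Pearson r of 0.032 without SEF1. The same sign in both media was seen for 47.1% of genes. Few genes changed detectably in YPD, so a low correlation across all genes cannot show that the effects differ. Adjusted over the TCA cycle list alone, ACO1 (SAKL0H24046g) was also lower in both media, with log2 changes of -1.45 in YPD and -0.79 in YPGly. The methods' t-test without correction called 4 genes lower in both. The sef1Δ effect in YPGly was also set against the medium response in WT, each computed from different WT replicates in YPGly. The Pearson r was -0.048 (SE 0.066), inside the central range of -0.384 to 0.349 given by 1000 simulations of unchanged groups, and the Spearman rho was 0.095. With all arrays shared it was -0.121, against a simulated mean of -0.104.

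The probes of a gene gave similar changes. Their log2 changes correlated across genes at 0.869 for the strains in YPD, 0.934 in YPGly, 0.982 and 0.980 for the medium in WT and sef1Δ, and 0.911 for the difference between media. Of the 52 genes called in YPGly, 50 had the same direction with the other probe, and 47 also passed 1.5-fold with it.

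**Figure D3:**
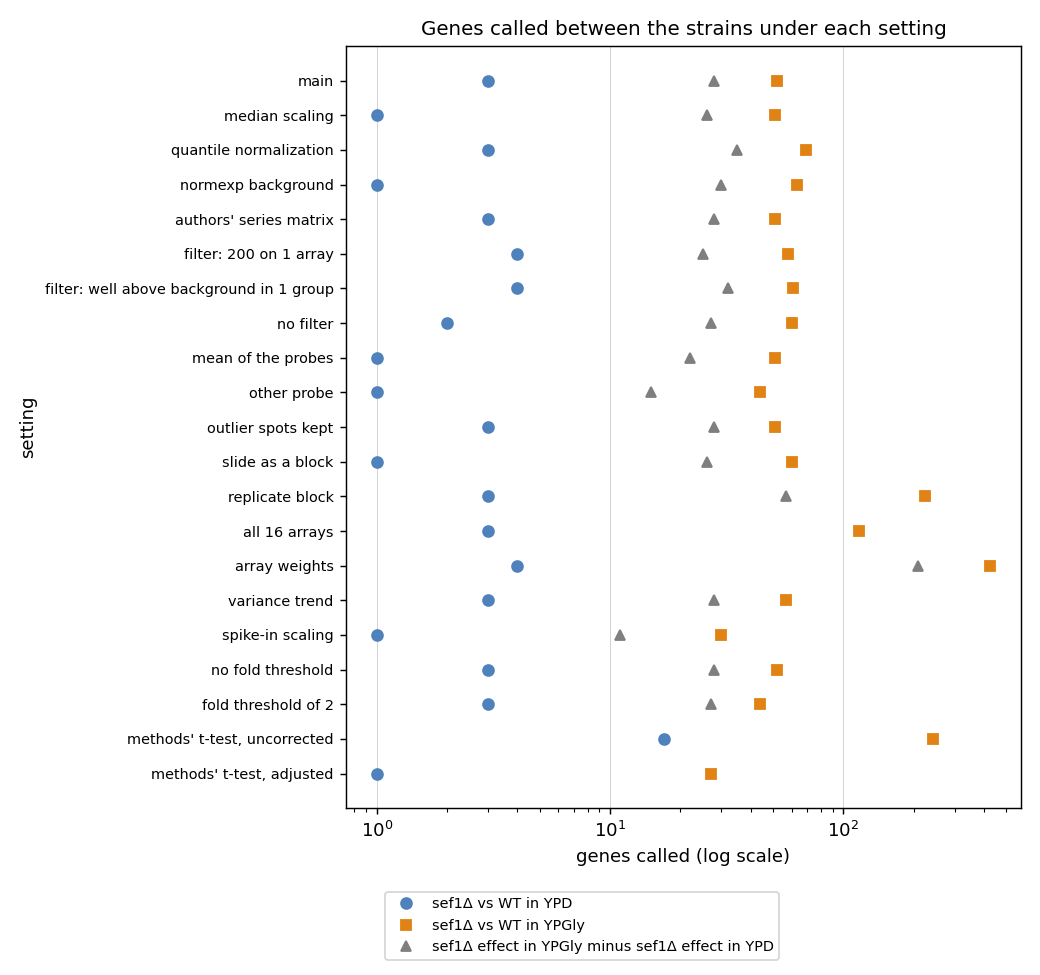
Number of genes called between strains (horizontal axis, log scale) under each setting of the analysis (vertical axis, with the settings as reported here at the top), for YPD, YPGly and the difference between the effects in the 2 media. Counts ran from 1 to 17 in YPD, from 27 to 425 in YPGly and from 11 to 209 for the difference; settings that leave out an array, and the block within each medium, are not drawn.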

Values the study reported

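The study reported 16 genes downregulated in the sef1Δ mutant in YPD and 96 in YPGly, called at an uncorrected p-value with a fold threshold. It stated that 30 of 758 genes assigned to Sef1 binding peaks, or 3.96%, were downregulated in the mutant. The peaks numbered 895 in all, with 378 found in YPD samples and 780 in YPGly samples. Of the TCA cycle genes annotated in the genome, 15 of 21 were among the targets of the 50 strongest peaks.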

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

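The tests of slide, row and replicate order, of replicate 4 along the medium response, of the background of replicate 4 of WT in YPD, of the column and of the unusual array were chosen only after the results were seen; the counts over other splits of the arrays and the values over alternatives were planned, except those with spike-in scaling and the block within each medium.

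In 9 of 144 groups of 4 values examined for named genes, 1 array stood apart from the other 3 by a gap test that marks about 1 in 20 groups by chance, so 7.2 such groups would be marked with no cause at all. IDH1 (SAKL0E07876g) was at -1.59 on replicate 2 of sef1Δ in YPGly, against 0.20 to 0.40 on the others. On replicate 3 of the same group IMA5 (SAKL0C00176g) was at -1.79, against -0.70 to -0.48, and ADY2 (SAKL0D09328g) at 3.99, against 4.68 to 4.82. On replicate 4 of sef1Δ in YPD, IMA1 (SAKL0A05654g) was at -1.28, against -2.05 to -1.94, ACS1 (SAKL0D14608g) at -1.59, against -3.59 to -3.46, and PCK1 (SAKL0E15048g) at -3.22, against -4.15 to -4.08. On replicate 2 of that group SPL2 (SAKL0E12144g) was at -3.05, against -5.69 to -5.52. In WT in YPGly, IDP3 (SAKL0D08426g) was at 4.30 on replicate 4, against 2.57 to 2.85, and ADH4 (SAKL0C13926g) at 0.026 on replicate 3, against 3.00 to 3.42. The number was close to that given by chance, and no biological explanation was tested for single genes.

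The 3 genes that stood out on replicate 4 of sef1Δ in YPD are all genes that rose on glycerol, and they were higher on that array. That array's deviation from its group correlated with the medium response across genes at 0.371. A value of this size was not peculiar to it, since replicate 1 of sef1Δ in YPD was at -0.422 and replicate 2 of WT in YPD at 0.339. A candidate explanation is a shift of carbon state shared by the cultures numbered 4, but on replicate 4 of WT in YPD the correlation was -0.133, against what a shift common to replicate 4 would give. In YPGly it was 0.249 in WT and 0.223 in sef1Δ. A shift in that 1 culture alone stays open and was not tested.

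Replicate 4 of WT in YPD stood apart in 2 of the 16 groups of array measures, where 0.8 would be marked by chance. Its share of probes well above background was 90.5%, against 96.3% to 97.5% on the other arrays of the group, and the mean of its negative control spots was -13.0, against -2.70 to -1.58. The negative controls lay far below 0, which is consistent with a background estimate on that array that was too high. Leaving it out left 2 of the 3 calls in YPD.

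Of the 28 genes whose sef1Δ effect differed between media by limma's test of the difference, 12 were among the named genes. These were the genes named by rule and MAL11 and SAKL0H11770g, which were chosen for other comparisons. The difference was -5.98 for MAL11 (SAKL0A05676g), -4.07 for IMA1 (SAKL0A05654g), -2.97 for IMA5 (SAKL0C00176g), -2.77 for ADH3 (SAKL0E02838g), -2.57 for SAKL0F16324g and -2.19 for SAKL0H07018g. It was 2.70 for PCK1 (SAKL0E15048g), 2.50 for PYC1 (SAKL0A07128g), 2.03 for SAKL0C10010g, 1.76 for SAKL0D06292g, 1.74 for RCR2 (SAKL0C10890g) and 1.63 for SAKL0H11770g. For all 12 the effect in YPD had an adjusted p of 0.999. Of 100 splits of the arrays, drawn by exchanging strains within media, 3 gave at least as many called genes, the real one included. The real split gave 28 calls, the highest other split 50 and the median of the others was 0. So large a count was rare among the splits, but chance was not excluded for it, since another split gave more. The other probe of SAKL0D06292g gave -0.08, so that gene's difference may come from 1 probe. Spike-in scaling, which moved the median difference of all genes to -0.43, left 11 calls. The difference of IMA5 lost its call without any 1 of 4 arrays (adjusted p up to 0.0706, without replicate 3 of WT in YPD). Of the 6 positive differences only PYC1 and PCK1 kept their calls under spike-in scaling (adjusted p 0.0191 and 0.0240). SAKL0C10010g, RCR2, SAKL0D06292g and SAKL0H11770g lost theirs, the first 3 at adjusted p 0.345, 0.523 and 0.470, over ranges of 6.81e-04 to 0.345, 0.00217 to 0.523 and 0.00114 to 0.971.

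Of the 35 splits of the 8 arrays in YPGly, 1, the real one, gave as many as 52 genes, and the highest other split gave 28. The real split was also the only 1 as large among the 8 splits that part all 4 pairs of same-numbered arrays. For the medium in WT and in sef1Δ, the real split was likewise the only 1 as large of 35, and the others gave 0 genes by limma. For these counts 1 of 35 is the smallest share the splits allow, which argues against chance without excluding it. The 8 splits are too few to decide by themselves. In YPD the real split was not alone, since 2 of 35 splits gave at least 3 genes. The other one set replicates 1 and 4 of both strains against replicates 2 and 3 and gave 46 genes. It parts 0 of the 4 pairs and follows neither the slide nor the row, splits by which gave 0 genes each. Among the 8 splits that part all 4 pairs, only the real one gave as many as 3.

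For the gene lists the splits did not exclude chance by camera's p. For the medium this count says little, since splits that keep 3 arrays of a medium together still carry part of its effect. There the TCA cycle list had fry adjusted p of 0.00310 in WT and 5.24e-04 in sef1Δ, and the low-iron list 3.16e-04 and 2.20e-04. In YPD a camera p as small as the real one came from 2 of 35 splits for the TCA cycle genes, 4 for the Sef1-bound genes and 31 for the low-iron genes. In YPGly it came from 12, 35 and 10 of 35. For the medium it came from 7, 31 and 4 of 35 in WT and from 2, 21 and 2 of 35 in sef1Δ, and for the difference between media from 66, 62 and 38 of 100. The TCA cycle list did not rest on IDH1 and IDH2 alone under camera with the preset correlation, since without them its adjusted p was 1.82e-04 in YPD and 0.0158 in YPGly. The bound list in YPD kept an adjusted p of 0.00486 without the TCA cycle genes.

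Each group filled 1 column of both slides. An effect of the column on single spots would not move both probes of a gene alike, yet 50 of the 52 genes called in YPGly kept their direction with the other probe, which argues against it. Replicate 2 of sef1Δ, the array with the weakest signal, was not the source of those calls, since 132 genes were called without it, including all 52. A step shared by all samples of a group, such as RNA handled together, cannot be told apart from an effect of the deletion, since each column held 1 group. It is not needed for SEF1, which was deleted.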

How the results depend on the processing

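Spike-in scaling, the replicate block within each medium, the TCA cycle list without IDH1 and IDH2 and the bound list without the TCA cycle genes were chosen after the data were seen. Of 1828 values of 68 results on single genes under the alternatives, 1703 kept their direction and their side of the threshold, 77 lost the call, 47 gained one and 1 reversed, which was the difference between media of SAKL0D06292g with its other probe (-0.076). Of 960 values of 34 other results, 768 stayed, 31 lost and 25 gained a call, 94 moved and 42 reversed. SEF1 was lower in sef1Δ under all 26 alternatives in each medium and was called under each of them. Since its mutant signal was near background, no range of fold changes is given. Unless stated, the cause of a change was not tested.

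The count of 3 genes called in YPD was 1 under median scaling, normexp background, the mean of the probes, the other probe, slide as a block, spike-in scaling and the methods' t-test with adjustment, and 17 with the t-test uncorrected. With each array left out in turn it was 1 to 2, from fewer arrays. The same 7 settings gave 1 gene lower in both media instead of 3, as did no filter, and leaving out arrays gave 1 to 3. The TCA cycle genes called lower in YPD were 0 instead of 2 under median scaling, normexp background, no filter, the mean of the probes, the other probe, slide as a block and spike-in scaling by limma (of 113 genes with an unadjusted p under 0.05), and with a YPD array left out, 1 without replicate 4 of WT and 0 without any other.

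Replicate number as a block gave 224 genes in YPGly instead of 52, 57 for the difference between media instead of 28, 6 TCA cycle genes lower in YPGly instead of 2, 17 low-iron genes higher instead of 7, and 26 bound genes lower in either medium instead of 6. With it Fisher's exact p for lower bound genes in YPGly was 9.82e-04. Of the named genes it called KGD2, ACO1, CIT3 and IDP1 lower and FBP1 and MLS1 higher in sef1Δ in YPGly, and MLS1 higher in YPGly in WT. It changed no other call. The replicate block within each medium gave 108 genes for the difference. Same-numbered arrays of the 2 media of a strain correlated in their deviations at 0.0014 to 0.371 in WT and at 0.0855 to 0.401 in sef1Δ. In each strain 3 of the 4 pairs passed the 0.1 asked of every pair, so a pairing of the media within a strain was neither shown nor excluded. Across strains, same-numbered arrays of WT in YPGly and sef1Δ in YPD correlated at 0.301 to 0.441, so every pair passed. Those of WT in YPD and sef1Δ in YPGly correlated at -0.0592 to 0.242, so not every pair passed. Deviations were thus shared by number across media in part.

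The 52 genes called in YPGly became 117 with all 16 arrays, 425 with array weights, 30 with spike-in scaling, 242 and 27 with the methods' t-test without and with adjustment, and 25 to 132 with an array left out. The difference between media gave 15 genes with the other probe, 209 with array weights, 11 with spike-in scaling and 20 to 54 with an array left out. A fold threshold of 2 left 948 genes for the medium in WT and 999 in sef1Δ by its own construction. Spike-in scaling moved the median of all genes from 0.01 to 0.39 in YPD, from 0.03 to -0.04 in YPGly, from -0.14 to 0.50 and from -0.11 to 0.08 for the medium in WT and sef1Δ, and from 0.03 to -0.43 for the difference. It moved the share of higher calls to 36.7% in YPGly (59.6% as reported), 88.7% for the medium in WT (41.9%), 60.2% in sef1Δ (44.7%) and 18.2% for the difference (60.7%).

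With camera's estimated correlation the adjusted p of the TCA cycle list was 0.197 in YPD, 0.451 in YPGly, 0.321 for the medium in WT and 0.216 in sef1Δ. That of the bound list in YPD was 0.197, and that of the low-iron list was 0.216 in YPGly, 0.197 for the medium in WT, 0.197 in sef1Δ and 0.451 for the difference, so every list call was lost. With fry it was 0.116 for the TCA cycle list in YPD, 0.207 in YPGly, 0.172 for the bound list in YPD and 0.193 for the low-iron list in the difference, while the bound list changed direction in YPGly (0.474) and for the medium in WT (0.330).

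Lists with an adjusted p far above 0.05 also changed direction. The bound list in YPGly did so with quantile normalization (0.745) and the other probe (0.770), and for the medium in WT with array weights (0.945) and without the TCA cycle genes (0.980). The low-iron list in YPD did so with normexp background (0.701), a filter of 200 on 1 array (0.630), a filter on probes well above background in 1 group (0.696), no filter (0.585), the mean of the probes (0.983), the other probe (0.626) and array weights (0.945). Array weights also raised the TCA cycle list in YPGly to 0.0915 and reversed it in the difference (0.484). Only the genes of the 50 strongest peaks gave 7.59e-04 in YPGly, 0.00422 for the medium in WT and 0.0210 in sef1Δ, and reversed the bound list in the difference (0.212). With an array left out, adjusted p ran from 5.82e-04 to 0.133 for the bound list in YPD, 0.0208 to 0.872 for the low-iron list in YPD, 1.07e-06 to 0.106 for the TCA cycle list in YPGly, 0.199 to 0.974 for the bound list in YPGly, 0.612 to 0.931 for the bound list for the medium in WT, and, in the difference, 0.0519 to 0.761 for the TCA cycle list, 0.173 to 0.929 for the bound list and 3.34e-04 to 0.171 for the low-iron list.

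TCA cycle genes called lower in YPGly were 4 under quantile normalization, all 16 arrays and array weights, and 1 to 3 with an array left out. Low-iron genes called higher in YPGly were 3 with the other probe, 27 with array weights, 4 with spike-in scaling, 19 and 4 with the t-test without and with adjustment, and 3 to 14 with an array left out. Those called lower were 6 with array weights, 6 and 1 with the t-test, and 1 to 4 with an array left out. Bound genes lower in either medium were 18 with all 16 arrays, 45 with array weights, 34 with the t-test uncorrected, and 6 to 17 with an array left out.

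In the tests of lower bound genes SEF1, which was deleted, counted among the other genes. Fisher's exact p for lower bound genes in YPD was 1 under median scaling, normexp background, no filter, the mean of the probes, the other probe, slide as a block, spike-in scaling and the adjusted t-test, where no bound gene was called. It was 0.0130 with array weights, 1.95e-04 with the t-test uncorrected, 4.03e-04 with the 50 strongest peaks and 0.285 to 1 with a YPD array left out. For lower genes in YPGly it was 0.0443 with median scaling, 0.0297 with quantile normalization, 0.0351 with no filter, 0.00951 with the other probe, 0.0230 with slide as a block, 2.05e-04 with all 16 arrays, 4.93e-04 with array weights, 1.59e-04 and 0.0267 with the t-test, 0.00175 with the 50 strongest peaks and 8.05e-04 to 0.0518 with a YPGly array left out, under 0.05 without any 1 of 7 of the 8. For higher genes in YPGly it was 0.0526 with the filter on probes well above background, 0.0515 with no filter, 0.0563 with the mean of the probes, 0.101 with the other probe, 0.717 with the adjusted t-test, 1 with the 50 strongest peaks and 0.00193 to 0.191 with an array left out. The correlation of the sef1Δ effect in YPGly with the medium response was 0.190 over genes called in neither, against -0.048 over all.

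Alternatives for the ribosomal protein list were not run, since that list was not tested. The t-test and the fit of all 16 arrays have no value for the difference between media. Signal over background limited genes below background in a whole group, of which 1 was called in YPD, 0 in YPGly by limma (523 genes at an unadjusted p under 0.05), 4 for the medium in WT and 1 in sef1Δ.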

Other observations

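The tests of the shared deviations, of the SEF1 probe, of neighbouring genes, of the maltose and isomaltose genes and of the spike-in spots were chosen only after the results were seen; that of the glycerol genes and the counts set against the study were planned.

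Arrays of the same replicate number deviated together from their group means. Across genes these deviations correlated at a mean of 0.334 between groups, higher than in any other of the 13824 orders of the numbers (exact permutation p = 7.23e-05, the smallest possible). Differently numbered arrays on the same slide correlated at -0.180 and those in the same row at -0.026, against -0.111 for arrays that shared neither. An effect of the slide alone or of the row alone would have made these as high as the same-numbered arrays, which argues against either as the whole source. A part played by the row stays open, since the value for the row lay above that for arrays that shared neither. Each number is also 1 position of row and slide. Cultures or RNA handled together may be the source, and the position itself stays open, since neither was tested apart from the other.

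The SEF1 (SAKL0F12342g) probe used here was at 40.3 on replicate 3 of sef1Δ in YPGly, against 2.04 to 4.06 on the other mutant arrays. WT RNA at the 4.95% that this signal would need should have given 48.7 on the gene's other probe, which was at 3.13, below the 15.6 of the dimmest probe well above background there. This argues against WT RNA in that sample. The array had 22 spots marked as non-uniform, against at most 3 on any other, so local damage or dirt is a candidate explanation.

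Of the 52 genes called in YPGly, 2 pairs were neighbours by gene number and called in the same direction, against 0.273 expected (permutation p 0.0311). They were IMA1 (SAKL0A05654g) with MAL11 (SAKL0A05676g), both lower, and MPD2 (SAKL0C09988g) with SAKL0C10010g, both higher. Of 6 genes with maltose or isomaltose orthologs examined after their values were seen, 5 were called lower in sef1Δ, with log2 changes of -5.91 for MAL11, -3.91 for IMA1 (SAKL0A05654g), -2.99 for IMA5 (SAKL0C00176g), -2.49 for IMA5 (SAKL0A00154g) and -2.33 for IMA1 (SAKL0C02112g). The sixth, IMA1 (SAKL0A05698g), changed by -1.11 (adjusted p 0.0833). The probes of MAL11 and IMA5 (SAKL0A00154g) share no sequence by their names, and in sef1Δ their signals rose from YPD to YPGly by 2.94 and 2.71 (adjusted p 0.0118 and 0.00630), which argues against loss of these 2 genes from the mutant. The probes of the other 3 called members share sequence with related genes, so loss of any of these cannot be told apart from lower expression. The probe of IMA1 (SAKL0A05654g) shares sequence with IMA1 (SAKL0A05698g), whose own probe shares none, and the 2 changes differed by 7.89 standard errors, against a signal read only through the shared sequence. The probes of IMA5 (SAKL0C00176g) and IMA1 (SAKL0C02112g) share sequence with each other, and their changes differed by 1.39 standard errors, so 1 signal behind both cannot be told apart from 2. Lower expression of the family in sef1Δ on glycerol stays open, and partial sharing of signal between members may remain.

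The 6 glycerol and gluconeogenesis genes were higher in sef1Δ than in WT in YPGly. A further shift along the medium response would tie the strain effect to the medium effect across genes, where Pearson r was -0.048, inside the range of simulations of unchanged groups (-0.384 to 0.349). That range is too wide to decide, so such a shift and an effect on these genes alone cannot be told apart.

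Spike-in control spots were dimmer relative to the 75th percentile in YPGly than in YPD by -0.645 on the log2 scale in WT (exact permutation p = 0.0286, the smallest possible) and by -0.192 in sef1Δ (exact permutation p = 0.343). More signal from cellular RNA per labelled sample in YPGly and a difference in the amount of any spike-in added cannot be told apart. Neither the labels used here nor the study's methods state that spike-in RNA was added. Signal on these spots from another source therefore stays open as well.

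Fewer genes were called here than the study reported. In YPD 3 genes were lower by limma after adjustment, fewer than in the study, and in YPGly 21, also fewer. With the methods' t-test without correction the numbers were 16 and 90, the first equal to the study's and the second below it. Of the TCA cycle genes that test gave 8 lower in at least 1 medium, equal to the study's number, and limma 2. Of arrayed Sef1-bound genes, 0.833% were lower in at least 1 medium, below the share in the study, and 4.72% with the uncorrected t-test, above it. With replicate number as a block, limma gave 90 genes lower in YPGly, 6 TCA cycle genes and 3.61% of the bound genes, all below the study.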
